# Pneumosepsis survival in the setting of obesity leads to persistent steatohepatitis and metabolic dysfunction

**DOI:** 10.1097/HC9.0000000000000210

**Published:** 2023-08-09

**Authors:** Avnee J. Kumar, Chitra Parthasarathy, Hallie C. Prescott, Scott J. Denstaedt, Michael W. Newstead, Dave Bridges, Angela Bustamante, Kanakadurga Singer, Benjamin H. Singer

## Abstract

As critical care practice evolves, the sepsis survivor population continues to expand, often with lingering inflammation in many organs, including the liver. Given the concurrently increasing population of patients with NAFLD, in this study, we aimed to understand the long-term effect of sepsis on pre-existing NAFLD and hyperglycemia.

**Methods:**

Male mice were randomized to a high-fat diet or a control diet (CD). After 24 weeks on diet, mice were inoculated with *Klebsiella pneumoniae* (*Kpa*). Serial glucose tolerance tests, and insulin and pyruvate challenge tests were performed 1 week before infection and at 2 and 6 weeks after infection. Whole tissue RNA sequencing and histological evaluation of the liver were performed. To test whether persistent inflammation could be reproduced in other abnormal liver environments, mice were also challenged with *Kpa* after exposure to a methionine-choline–deficient high-fat diet. Finally, a retrospective cohort of 65,139 patients was analyzed to evaluate whether obesity was associated with liver injury after sepsis.

**Results:**

After *Kpa* inoculation, high-fat diet mice had normalized fasting blood glucose without a change in insulin sensitivity but with a notable decrease in pyruvate utilization. Liver examination revealed focal macrophage collections and a unique inflammatory gene signature on RNA analysis. In the clinical cohort, preobesity, and class 1 and class 2 obesity were associated with increased odds of elevated aminotransferase levels 1–2 years after sepsis.

**Conclusions:**

The combination of diet-induced obesity and pneumosepsis survival in a murine model resulted in unique changes in gluconeogenesis and liver inflammation, consistent with the progression of benign steatosis to steatohepatitis. In a cohort study, obese patients had an increased risk of elevated aminotransferase levels 1–2 years following sepsis.

## INTRODUCTION

Obesity is a disease characterized by the expansion of adipose tissue with both adipose-specific and systemic inflammatory consequences.^1^ Obesity not only predisposes to medical conditions, such as diabetes, heart failure, and coronary artery disease, but also contributes to an increased risk of admission to the intensive care unit. Clinical management of critically ill obese patients is complex due to multiple factors, including altered drug metabolism and complicated airway management.^2^ Despite these complexities, some studies note obesity is associated with improved survival in patients hospitalized for sepsis.^3–7^ Importantly, these observations are limited by their reliance on elevated body mass index (BMI), which does not necessarily correlate with adiposity.^7^ Though these studies implicate a protective effect of obesity on survival, the longer term interactions of prior sepsis and obesity on metabolism, inflammation, and obesity-associated diseases (eg, fatty liver disease or insulin resistance) have not been well explored.

Sepsis survival is associated with increased long-term risk of new cardiovascular, lung, kidney, and brain dysfunction.^8^ Persistently altered systemic and tissue-specific inflammatory responses are hypothesized to contribute to these complications.^8–12^ The pathogenesis of sepsis is in part related to metabolic-associated molecular patterns.^13^ Type II diabetes, a metabolic condition, when paired with sepsis, is thought to result in immune dysregulation.^14^ Not only this, obesity itself can also result in organ inflammation.^15,16^ Acutely, data show that obesity alters the effects of sepsis on the immune system, metabolism, and subsequent risk for organ injury. For example, after acute sepsis obese mice show improved mortality but worse kidney injury and altered glucose metabolism in surviving animals compared with lean mice.^17^ Obesity and polymicrobial sepsis result in worsened cardiac function.^18^ Acute sepsis through cecal ligation and puncture (CLP) in obese mice is also associated with increased neutrophilic inflammation in the liver.^19^ However, as prior murine work has focused on acute time points after sepsis, the interaction of obesity and sepsis survival on obesity-related organ dysfunction remains understudied. In addition, 24% of patients hospitalized with sepsis are obese; thus, examining the relationship of obesity with long-term organ injuries in sepsis survivors is also clinically relevant.^3^

NAFLD is a common complication of obesity. NAFLD is a growing health concern. Steatosis has a prevalence of 65% in patients with class I and class II obesity and 85% in those with a BMI >40 kg/m^2^.^20^ NASH, the progression of NAFLD, can predispose to hepatocellular carcinoma, cirrhosis, and result in a need for liver transplantation. It has been widely hypothesized that “second-hit” inflammatory stimulus or multiple parallel pathogenic insults are required for NAFLD to progress to NASH.^21^ Prior studies have postulated that inflammatory stimuli that progress NAFLD to steatohepatitis include oxidative stress and bacterial endotoxins.^22,23^ The long-term posthospital management of sepsis survivors is an increasingly important health concern, and the intersection of sepsis survival, obesity, and NAFLD has not been explored.

Motivated by this literature, we sought to evaluate the long-term outcomes of NAFLD in obese pneumosepsis survivors. To model murine sepsis, we used an established antibiotic-treated model of *Klebsiella pneumoniae* (*Kpa*) pneumosepsis survival, which we combined with diet-induced obesity.^8^ In this model, we hypothesize that the metabolic syndrome (fatty liver disease, obesity, and hyperglycemia) followed by septic insult results in persistent metabolic dysfunction and long-term liver inflammation. We found a decrease in blood glucose after pneumosepsis in obese mice. However, rather than representing an improvement of insulin sensitivity, this lowered blood glucose reflected persistent liver dysfunction, with notable changes in pyruvate metabolism and associated liver inflammation and macrophage burden. Although inflammation was seen in high-fat diet (HFD)–fed *Kpa-*infected mice, there was no evidence of collagen upregulation or fibrosis on picrosirius red evaluation. Therefore, we used a nutrient-deficient HFD with 0.1% methionine and no added choline (methionine-choline–deficient high-fat diet [MCD-HFD]). We found that MCD-HFD mice infected with *Kpa* had upregulation of liver *Col3a1* expression. Finally, using a large cohort of human sepsis survivors, we hypothesized that patients with obesity have a higher risk of developing long-term liver injury. We found that 1–2 years after admission for sepsis, there was an increased risk of elevated alanine aminotransferase (ALT) levels in patients with class I and class II obesity. These findings are important as they highlight the effects of sepsis on the progression of underlying medical conditions.

## METHODS

### Mouse studies

Wild-type male C57BL/6J mice were purchased from Jackson Labs. All procedures involving animals were undertaken in strict accordance with the recommendations of the Guide for the Care and Use of Laboratory Animals by the National Institutes of Health. The study protocol was approved by the University Committee on the Use and Care of Animals at the University of Michigan (PRO00008999 and PRO00010712).

### Diet-induced obesity model

HFD was 60% kCal/fat (D12492, Research Diets Inc.). The control diet (CD) was 10% kCal/fat (D12450J, Research Diets Inc.). Diet was initiated between wean and 1.5 months of age. HFD or CD was continued through the period of infection until animals were euthanized. HFD and CD were weighed 3 times a week to determine food intake, which was then divided by the number of animals in each cage and by animal weight. Diet was given ad lib.

### Methionine-choline–deficient and high-fat diet model

MCD-HFD was 60% kcal/fat with 0.1% methionine and no added choline (A06071302, Research Diets, Inc.). MCD-HFD was initiated 2 weeks before infection and switched back to the CD at the time of infection. Diet was given ad lib.

### Pneumosepsis survivor model

Mice, anesthetized with xylazine and ketamine, were inoculated intranasally with *Kpa* or saline control using a pipette tip. *Kpa*, strain ATCC 43816, serotype 2, at 1×10^4^ colony forming units was used for all experiments. Seventy-two hours after inoculation, all mice were given 5 days of i.p. ceftriaxone at a dose of 75 mg/kg.^8^

### Metabolic testing

Mice were fasted for 6 hours before initiation of glucose tolerance tests. Then, fasting blood glucose was measured using an EvenCare G2 glucometer and associated test strips. Following this, mice were injected i.p. with 0.7 g/kg d-glucose. Blood glucose was subsequently measured 15, 30, 45, 60, 90, and 120 minutes after injection. Mice were fasted for 4 hours before initiation of insulin tolerance tests. Then, fasting blood glucose was measured. Following this, mice were injected i.p. with 1 U/kg insulin. Blood glucose was then measured 15, 30, 45, 60, 75, 90, 105, and 120 minutes after injection. Mice were fasted for 6 hours before initiation of pyruvate challenge tests. Then, fasting blood glucose was measured. Following this, mice were injected i.p with 2.5 g/kg sodium pyruvate. Blood glucose was then measured 15, 30, 45, 60, 90, and 120 minutes after injection.

### RNA isolation from liver

Mice were euthanized using CO_2_ inhalation. The liver was removed, sectioned, and snap-frozen in liquid nitrogen. The liver was stored in −80 °C. The liver was homogenized, and RNA was isolated in Trizol (Thermo-Fisher) according to the manufacturer’s instructions. Genomic DNA digestion and RNA clean-up were completed using the RNAEasy Kit (Qiagen). Isolated RNA concentration and purity were evaluated using the NanoDrop (Thermo-Fisher).

### QuantSeq. 3′ mRNA sequencing

RNA samples were sent to the University of Michigan Advanced Genomics Core for QuantSeq. The University of Michigan Advanced Genomics Core constructed libraries using the Lexogen QuantSeq. 3′ mRNA FWD with the UMI add-on kit. The library was then subjected to 50 paired-end cycles on the Illumina High-Seq. 6000. Quality control and sequence alignment were completed using Cutadapt (v2.3), FastQC (v0.11.8), and FastQScreen (v0.13.0). Reads were mapped to the reference genome GRCm38 (Ensembl).

### Differential gene expression analysis

Data were filtered, removing genes with <10 total counts in all samples. Two different differential expression analyses were performed. Pairwise expression analyses using DESeq. 2 were performed to evaluate the main effects of infection and HFD.^24^ To identify genes in which the expression in HFD *Kpa* mice differed from all other groups, a differential gene expression analysis was performed using baySeq, using a negative binomial generalized linear model [thresholds: linear fold change >1.5 or <−1.5, Benjamini-Hochberg FDR (Padj)]. baySeq was used to compare multiple groups within a 2-factor design.^25^ The gene expression data from this study are available in Gene Expression Omnibus (Accession Number: GSE231504).

### Quantitative PCR gene expression analysis

cDNA was isolated from liver RNA. cDNA was generated using a high-capacity cDNA reverse transcription kit (Applied Biosystems). Quantitative PCR (qPCR) was performed on cDNA samples using the StepOnePlus thermocycle and primers *Chil3* (encoding CHIL3 protein, also known as YM1) and *Col3a1* from Integrated DNA technologies (Supplemental Table S1, http://links.lww.com/HC9/A413). TaqMan Fast Advanced Master Mix 2x (CAT# 4444557) was used for duplex PCR, with a probe for β-actin. Relative quantification of mRNA levels was plotted as fold change compared with saline CD. Measurements were performed in duplicate.

### Colony forming unit assays

Snap-frozen lung and liver were homogenized in sterile PBS. Aerobic culture of serial lysate dilutions was performed at 37 °C on tryptic soy agar plates.

### Histology and immunohistochemistry

Livers were obtained at the time of euthanasia. The largest lobe was sectioned and placed in a 4% paraformaldehyde solution. Livers were then paraffin wax embedded and sectioned sequentially. Sections were deparaffinized and washed in TBS. Then, using 1% H_2_O_2_, endogenous peroxidases were quenched. Ag retrieval was completed in a citrate buffer and a 90 °C water bath for 30 minutes and then cooled to room temperature. Slides were blocked with TBS blocking buffer (10% NGS + 3% BSA + 1% glycine + 0.4% TX- 100 in TBS) and then incubated in primary antibody Rabbit anti-YM1+YM2/*Chil3* 1:200 (Abcam EPR 15263) overnight. Slides were subsequently washed in TBS, incubated in avidin-biotin complex reagent, washed, and then incubated in FITC tyramide (1:50, Perkin Elmer). Slides were then washed with 1:10000 DAPI, and a coverslip was placed with prolonged antifade mounting media.

Picrosirius red staining was performed by the University of Michigan Dentistry Core using Weigert hematoxylin followed by Picrosirius Red (Sirius red F3B (C.I. 35782) and Saturated picric acid solution). Hematoxylin and eosin stain was performed by the Dentistry Core using Epredia Modified Mayer Hematoxylin and Stat lab Eosin with phloxine B.

### Imaging

Fluorescent images were captured using a Zeiss Axioplan 2 (209656) and the objectives (plan-NEOFLUAR 20x/0.50, 1004.072). Twenty-five images were obtained at ×20 by a blinded reviewer, which was then evaluated for the presence or absence of YM1 positive aggregates. Picrosirius red was visualized on a Nikon E800 microscope with 4×0/0.75 objective under polarized light with maximal cross-polarization and captured by a Nikon DS-U3 camera.

### Human observational study

To evaluate whether obesity modified liver injury after sepsis, we evaluated a national cohort of patients hospitalized with severe sepsis or septic shock in the Veterans Affairs healthcare system from 2015 to 2018. This retrospective chart review was deemed exempt by the Institutional Review Board. Sepsis hospitalizations were identified by evidence of infection and acute organ dysfunction in the electronic health record consistent with the Centers for Disease Control and Prevention’s sepsis surveillance definition, as described.^26,27^ Liver injury was defined as a change in ALT. Patients with baseline liver function measured within 180 days prior to sepsis hospitalization were included. Patients with total bilirubin >4.5 in the 180 before hospitalization were excluded. To minimize incorrectly charted data, patients with weight <75 pounds, weight >500 pounds, height >84 inches, or height >50 inches were excluded (Supplemental Table S2, http://links.lww.com/HC9/A414). Baseline BMI was calculated using the lowest weight in the 30 days before hospitalization and the tallest height in the 2 years before hospitalization. BMI was stratified using World Health Organization categories with underweight (<18.5), normal (18.5 to <25), preobesity (25 to <30), obesity class 1 (30 to <35), obesity class 2 (35 to <40), and obesity class 3 (≥40).

Acute liver injury was defined as the highest ALT measured from the day of emergency department (ED) presentation +30 days being >40 and greater than a 50% increase from baseline ALT. Subacute liver injury was defined as the lowest ALT measured from day + 31 to + 180 following ED presentation being >40 and a >50% increase from baseline ALT. One-year liver injury was defined as the lowest ALT measured from day + 181 to +365 following ED presentation being >40 and greater than a 50% increase from baseline ALT. Two-year liver injury was defined as the lowest ALT measured from day + 366 to + 730 following ED presentation being >40 and greater than a 50% increase from baseline ALT. Mortality was also evaluated.

This portion of the study was reviewed and deemed exempt by the Ann Arbor VA Institutional Review Board. Adjusted odds ratios were generated from logistic regression models with BMI category predicting the outcome. Models include the following covariates for adjustment: age, sex, select diagnoses (diabetes complicated, diabetes uncomplicated, alcohol use disorder, and liver disease), individual systemic inflammatory response syndrome (SIRS) criteria, and individual acute organ dysfunctions (excluding liver). SIRS was defined as 2 or more of the following: temperature between 36 °C and 38 °C, heart rate >90 beats per minute, a respiratory rate >20 breaths per minute, OR PaCO_2_ <32 mm Hg, white blood cells >12,000 cells/mm^3^, OR <4000 cells/mm^3^, and OR >10% immature (band) forms.^28^

### Data analysis

Data were analyzed using GraphPad Prism. For experiments involving 2 factors (eg, diet and infection), comparisons between groups were made using 2-way ANOVA for the effect of diet and pneumosepsis. Time course data were analyzed using repeated measures ANOVA. Post hoc comparisons between groups were adjusted using the Dunn-Šidák correction. Categorical data (eg, the presence or the absence of inflammatory aggregates) were analyzed by Fisher exact test. Unless otherwise specified, *p*-value <0.05 represented with *, < 0.01 with **, < 0.001 with ***, and <0.0001 with ****.

## RESULTS

### Fasting and peak blood glucose during glucose tolerance test is reduced in obese mice 2 weeks after *Kpa* pneumosepsis

Mice were started on CD or HFD, which was continued for at least 24 weeks, at which time metabolic testing was performed before infection. Mice were then anesthetized and then intranasally inoculated with *Kpa* or saline. All mice were then given 5 days of ceftriaxone, regardless of infection (Figure 1A). Antibiotic treatment resulted in effective clearance of infection, with no detectable bacterial dissemination to the liver at 14 days after inoculation (Supplemental Figure S1, http://links.lww.com/HC9/A487). Before infection, HFD mice had elevated fasting blood glucose compared with their CD counterparts, as expected. By repeated measures ANOVA, there was a significant difference between CD and HFD (*p* < 0.001) with principal differences at *t* = 0, 15, 30 minutes (*p* < 0.05, Figure 1B). Two weeks after pneumosepsis, after antibiotic therapy, HFD mice had similar blood glucose to the CD cohort (Figure 1C). In addition, when analyzing the AUC of glucose levels over time for individual mice, there was a significant decrease in blood glucose in response to glucose in HFD mice after infection compared with before infection (Figure 1D). Weight-based glucose dosing was completed using lean mass as determined by MRI findings. Of note, on MRI evaluation, there was no significant change in lean mass between groups 2 weeks after *Kpa* pneumosepsis (Supplemental Figure S2, http://links.lww.com/HC9/A417).

**FIGURE 1:**
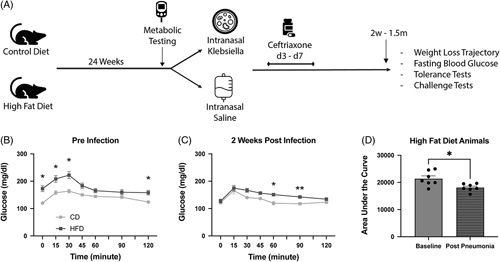
Pneumosepsis results in loss of fasting hyperglycemia and improved glucose tolerance in high-fat diet sepsis survivors. (A) Experimental design. Mice were started on a HFD or CD and underwent metabolic testing. At 24 weeks, mice were randomly allocated to intranasal *Kpa* or intranasal saline. After 72 hours, all mice received 5 days of ceftriaxone. Two weeks to 1.5 months later mice were sacrificed. (B) Presepsis, glucose tolerance test showed higher fasting hyperglycemia and higher peak glucose in HFD obese (n = 7) versus CD lean (n = 8) mice (repeated measures ANOVA, *p* < 0.001). (C) After sepsis, glucose tolerance test showed equivalent fasting and peak glucose in HFD obese (n = 7) versus control diet lean (n = 8) mice. However, there remained a significant difference among groups driven by differences at 60 and 90 minutes (repeated measures ANOVA, *p* < 0.01). (D) Two weeks after sepsis in obese mice, there was a significant difference in glucose tolerance preinfection (n = 7) and postinfection (n = 7). *p < 0.05 and **p < 0.01. Abbreviations: CD, control diet; HFD, high-fat diet; *Kpa*, *Klebsiella pneumoniae*.

### Reduced fasting blood glucose in HFD-fed mice after *Kpa* pneumosepsis persists to 1.5 months, unrelated to change in weight or insulin tolerance

Given the notable change in blood glucose and AUC glucose tolerance testing, serial fasting blood glucose measurements were completed at 2 and 6 weeks after pneumosepsis. Two weeks after pneumosepsis, there was a significant decrease in fasting blood glucose in *Kpa* HFD mice compared with saline HFD mice (Figure 2A). This observation was not seen in mice-fed CD. Reduced fasting blood glucose persisted for 1.5 months after infection (Figure 2B). Both CD-fed and HFD-fed *Kpa* mice had decreased food intake up to 5 days after pneumosepsis. However, by the time of evaluation of fasting blood glucose, food intake had normalized between all groups for at least 7 days (Supplemental Figure S3, http://links.lww.com/HC9/A488). Taking data at both 2 weeks and 1.5 months after infection, specifically in *Kpa* HFD mice, the change in weight on the day of fasting blood glucose did not correlate with the magnitude of change in fasting blood glucose (Figure 2C). In addition, the *Kpa* HFD mice had regained 100% of baseline weight at 1.5 months after pneumosepsis (Figure 2D). To evaluate whether the change in glucose homeostasis was a simple result of increased insulin sensitivity specifically in HFD mice after infection, an insulin tolerance test was completed. There was no change in insulin tolerance in infected obese mice versus uninfected obese mice 2 weeks after infection (Figure 2E).

**FIGURE 2:**
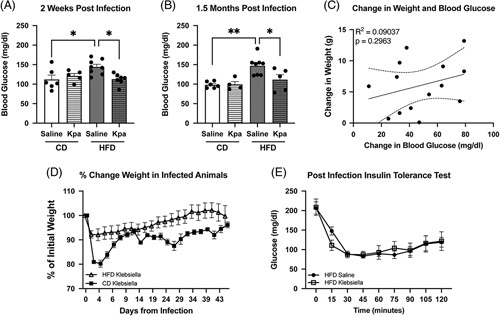
Improvement in fasting hyperglycemia in obese sepsis survivors persists to 6 weeks even with regain of baseline weight. There is no correlation between change in weight and change in blood glucose at 2 and 6 weeks and no change in insulin tolerance between infected and uninfected HFD obese mice. (A) Two weeks after infection, HFD obese-infected mice have significantly lower blood glucose compared with HFD obese–uninfected mice, on par with CD-uninfected lean mice. (B) 1.5 months after infection, HFD obese-infected mice have significantly lower blood glucose compared with HFD obese–uninfected mice, on par with CD-uninfected lean mice. (C) At 2 weeks and 1.5 months after infection, magnitude of change in weight (preinfection minus postinfection) is unrelated to the magnitude of change in blood glucose in HFD obese-infected mice. (D) HFD obese- and CD lean-infected mice initially lose weight, which they regain 1.5 months after infection. (E) insulin tolerance is the same in HFD obese-infected mice versus HFD obese-uninfected mice (repeated measures ANOVA, *p* = 0.97) *p < 0.05, and **p < 0.01. Abbreviations: CD, control diet; HFD, high-fat diet.

### Pyruvate utilization decreased in HFD mice compared with CD mice after *Kpa* pneumosepsis

Given that there did not seem to be a change in insulin tolerance in HFD mice, regardless of infection, we turned our attention to liver gluconeogenesis. To explore whether liver gluconeogenesis is impaired after infection, a pyruvate challenge was performed in HFD obese versus CD lean mice infected with *Kpa*. Before infection, the pyruvate challenge resulted in higher peak blood glucose levels, as expected, in HFD animals (Figure 3A). After pneumosepsis, there was a change in pyruvate utilization in HFD mice (Figure 3B), with decreased glucose production in response to the pyruvate challenge.

**FIGURE 3:**
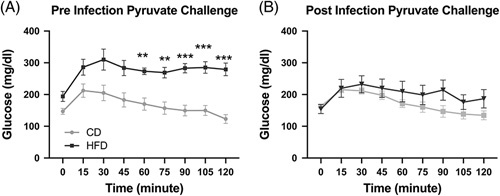
Surviving sepsis reduced pyruvate utilization in HFD obese mice compared with CD lean mice. (A) Presepsis, there is altered pyruvate metabolism in HFD obese mice compared with CD lean mice (repeated measures ANOVA, *p* < 0.001). (B) After sepsis, there is no statistically significant difference in pyruvate metabolism in HFD obese mice compared with CD lean mice (repeated measures ANOVA, *p* = 0.28). *p < 0.05, **p < 0.01, and ***p < 0.001. Abbreviations: CD, control diet; HFD, high-fat diet.

### Dysregulated interferon signaling and innate immune responses in hepatic transcriptomic analysis of HFD mice after *Kpa* pneumosepsis

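Liver RNA from 22 mice was sequenced 2 weeks after instillation of saline or Kpa (the Klebsiella strain used for the pneumosepsis model). There were 6 CD Saline, 7 CD Kpa, 4 HFD Saline and 5 HFD Kpa mice, each sequenced as 1 library. QuantSeq reads come from the 3′ end of polyadenylated transcripts, so a gene's count does not grow with its length. The authors trimmed the reads with Cutadapt and mapped them to GRCm38. The aligner, the counting tool and the annotation release are not given in the sources used here. The libraries were made with a UMI add-on kit, which tags single molecules. Whether the tags were used to remove duplicate reads is not given either, so the counted reads may include duplicates. The deposited table holds CPM (read counts scaled to a common library total) by gene symbol, and a further table holds variance-stabilized values. Multiplied by each library's total, 100% of the CPM values lay within 0.1 of a whole number, so the reads per gene could be recovered. Between 2295893 and 4681662 reads per mouse were counted on genes, with medians of 3756810 in CD Saline, 3511145 in CD Kpa, 4193944 in HFD Saline and 4005597 in HFD Kpa mice. Total reads of HFD Kpa mice did not differ from those of the other 17 mice (two-sided exact permutation test, p = 0.485). Of the 7 CD Kpa mice, 6 carry deposited labels that conflict on the diet; they were placed on the control diet from the group sizes shown in Fig. 4. Expression was compared with limma on log2(CPM + 1) over the 16734 genes with a CPM of at least 0.5 in at least 4 mice. All 4 groups were fitted together, and p-values were adjusted by the Benjamini-Hochberg method.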

Change in pyruvate response after pneumosepsis in HFD mice pointed to a change in liver function as an etiology of decreased blood glucose, and thus, RNA isolated from the livers was evaluated using 3′ end RNA sequencing (QuantSeq, with pairwise and Bayesian differential expression analysis available in Table S3, http://links.lww.com/HC9/A415). 216 genes were found to be differentially expressed specifically in the obese-infected mice compared to all other groups using baySeq (Supplemental Table S3, http://links.lww.com/HC9/A415). 

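HFD Kpa mice were compared with the mean of the other 3 groups, with limma in place of baySeq. The thresholds were a fold change over 1.5, as in the paper, and an adjusted p under 0.05; the paper's methods name no cutoff for the adjusted p. Past these thresholds were 369 genes, 317 of them higher and 52 lower in HFD Kpa mice. Of the paper's 216 baySeq genes in Table S3, 212 could be tested and 120 were past the threshold. The smallest adjusted p belonged to Cyp3a59, a cytochrome P450 gene. Its expression was 5.49 ± 1.12 CPM (SD, n = 5) in HFD Kpa, 8.98 ± 3.95 (SD, n = 4) in HFD Saline, 33.9 ± 16.9 (SD, n = 7) in CD Kpa and 53.5 ± 7.60 (SD, n = 6) in CD Saline mice, a log2 fold change of -1.97 (standard error 0.23, adjusted p = 0.000125 from limma). Cyp3a59 was already lower in HFD Saline than in CD Saline mice, by -2.54 (adjusted p = 6.92e-05 from limma). Between HFD Kpa and HFD Saline mice no difference was detected (-0.53, adjusted p = 0.643 from limma). Among genes that were higher, the smallest adjusted p was that of Gm41611, with a difference of 0.96 in log2(CPM + 1) (standard error 0.16, adjusted p = 0.0056 from limma). This transcript was close to the limit of detection, at 1.6 ± 0.397 CPM (SD, n = 5) in HFD Kpa mice. Means of the other groups ran from 0.195 CPM in CD Saline to 0.446 CPM in CD Kpa mice.
Of the pairs of groups, 4 were also compared in the same fit, at an adjusted p under 0.05. HFD Saline and CD Saline mice differed in 171 genes, and HFD Kpa and CD Kpa mice in 50. HFD Kpa and HFD Saline mice differed in 1 gene, Tnfaip2, with a log2 fold change of 1.61 (standard error 0.27, adjusted p = 0.0492 from limma); 1506 genes had an unadjusted p under 0.05, edgeR on the recovered reads gave 0 genes and DESeq2 29. CD Kpa and CD Saline mice differed in 0 genes by limma, with 1265 at an unadjusted p under 0.05, 0 genes by edgeR and 25 by DESeq2. The interaction of diet and infection, which tests whether the effect of infection differs between the diets, was past the threshold for 0 genes by limma, edgeR and DESeq2, with 570 genes at an unadjusted p under 0.05 in limma. Of the 369 genes, 329 (89.2%) also moved in the same direction in HFD Saline compared with CD Saline mice. The median in simulated mice without a diet difference was 50.1%. The simulation gave CD Saline, CD Kpa and HFD Saline mice equal means and let genes vary independently, so about this share was built in. The gap therefore cannot decide for diet. Of the paper's 212 genes tested, 91.5% moved the same way in HFD Saline and 83.5% in CD Kpa mice, each compared with CD Saline. A shared direction is thus not specific to diet.
Single mice changed the count of 369. It was 10 without HFD Kpa mouse 18, 10 without mouse 23, 122 without mouse 22, 766 without mouse 21 and 236 without CD Saline mouse 28. Requiring the threshold in each of the 3 separate comparisons gave 0 genes. Leaving out the 6 CD Kpa mice with conflicting labels leaves only mouse 27 in that group, so a count of genes cannot test the labels. With these 6 mice in CD Kpa, DESeq2 was compared with Table S3 for CD Kpa against CD Saline mice. Its log2 fold changes came within 0.01 for 1993 of 1997 genes. From its list of genes changed in HFD Kpa mice against all other groups, the paper goes on to the pathways and markers of Table S4 and Fig. 4.

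**Figure D1:**
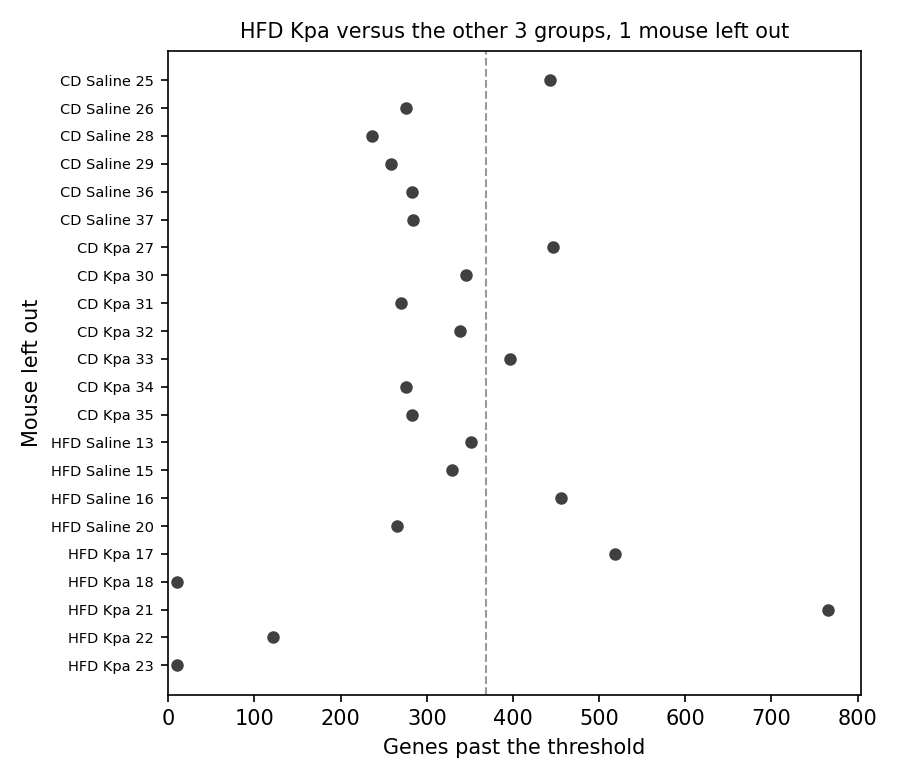
Number of genes past the threshold in HFD Kpa mice compared with the other 3 groups (x axis) with each mouse left out in turn (y axis), 1 point per mouse left out. The dashed line marks the 369 genes found with all 22 mice, and the counts run from 10 to 766.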

Gene ontology analysis revealed a number of differences, including pathways consistent with dysregulated interferon signaling and innate immune responses (Supplemental Table S4, http://links.lww.com/HC9/A416).^29^ In addition, we found several markers of macrophage activation. Specifically, in our baySeq analysis, *Chil3* (encoding CHIL3 protein, also known as YM1) was increased in HFD *Kpa* survivors at 2 weeks following infection (Figure 4A). 

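An interferon response score was computed for each mouse as the mean, over a list of 56 interferon-induced genes, of log2(CPM + 1) centred on each gene's mean. The list was written after Table S3 had been read, and 35 of its genes are among the 216, so the score is not independent evidence. It was 0.87 ± 1.13 (SD, n = 5) in HFD Kpa, -0.023 ± 0.31 (SD, n = 4) in HFD Saline, -0.18 ± 0.37 (SD, n = 7) in CD Kpa and -0.50 ± 0.16 (SD, n = 6) in CD Saline mice. HFD Kpa mice differed from the other 17 mice by 1.12 (two-sided exact permutation test, p = 0.000911; adjusted p = 0.0478 over 105 tests of lists). Against HFD Saline mice alone, the difference of 0.89 lay within the spread between mice (exact permutation test, p = 0.127). Against CD Kpa mice it was 1.04 (exact permutation test, p = 0.0114; adjusted p = 0.0702), and 0.56 without mouse 18 (exact permutation test, p = 0.0485). The interaction of diet and infection on the score was 0.57 (permutation test, p = 0.291). In the gene-level test, 14 of the 56 genes were past the threshold over all genes tested, and 54 when adjusted over the list alone. limma's camera gave p = 5.03e-30 for HFD Kpa mice compared with the other 3 groups, and fry, which estimates the correlation between genes, gave p = 0.00198.
Mouse 18 of the HFD Kpa group had a score of 2.80, and the other 4 lay between 0.006 and 0.78. Without mouse 18 the difference from the other mice was 0.64. Iigp1, an interferon-induced GTPase, had 6740 CPM in mouse 18 and at most 914 CPM in each of the other 21 mice.

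**Figure D2:**
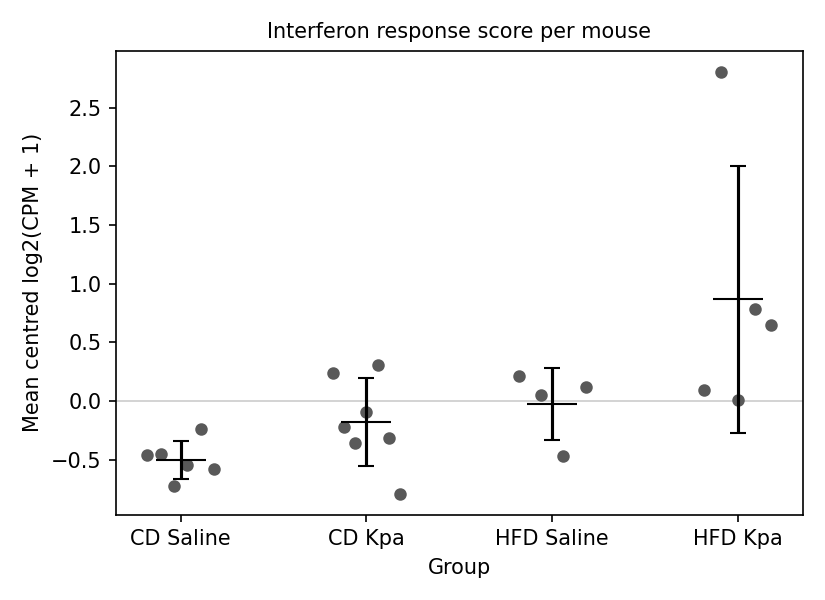
Interferon response score (mean centred log2(CPM + 1) over 56 genes, y axis) in each group (x axis), with 1 point per mouse and the mean and SD of each group. HFD Kpa mice lie between 0.006 and 2.80, and the highest is mouse 18.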

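A macrophage activation score was computed in the same way from 29 marker genes, 1 of which is among the 216 baySeq genes. It was 0.54 ± 0.52 (SD, n = 5) in HFD Kpa, -0.10 ± 0.25 (SD, n = 4) in HFD Saline, -0.005 ± 0.33 (SD, n = 7) in CD Kpa and -0.37 ± 0.14 (SD, n = 6) in CD Saline mice. HFD Kpa mice exceeded the other 17 mice by 0.69 (two-sided exact permutation test, p = 0.00171; adjusted p = 0.0478), and by 0.65 when Chil3 was left out of the list. Compared with CD Kpa mice alone the difference was 0.54 (exact permutation test, p = 0.0505) and 0.35 without mouse 23 (exact permutation test, p = 0.136). Compared with HFD Saline mice alone it was 0.64 (exact permutation test, p = 0.0794). CD Kpa mice also scored higher than CD Saline mice, by 0.37 (exact permutation test, p = 0.0268; adjusted p = 0.107), and the interaction of diet and infection was 0.27 (permutation test, p = 0.345). Of the 25 genes of the list that could be tested, 23 were higher in HFD Kpa mice. Lgals3, Lpl and Msr1 were past the threshold over all genes tested, and 18 genes were when adjusted over the list alone. Trem2 was close to the limit of detection, at 1.07 ± 1.12 CPM (SD, n = 5) in HFD Kpa and 1.17 ± 0.644 CPM (SD, n = 4) in HFD Saline mice, and its difference was not detectable at this depth.

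**Figure D3:**
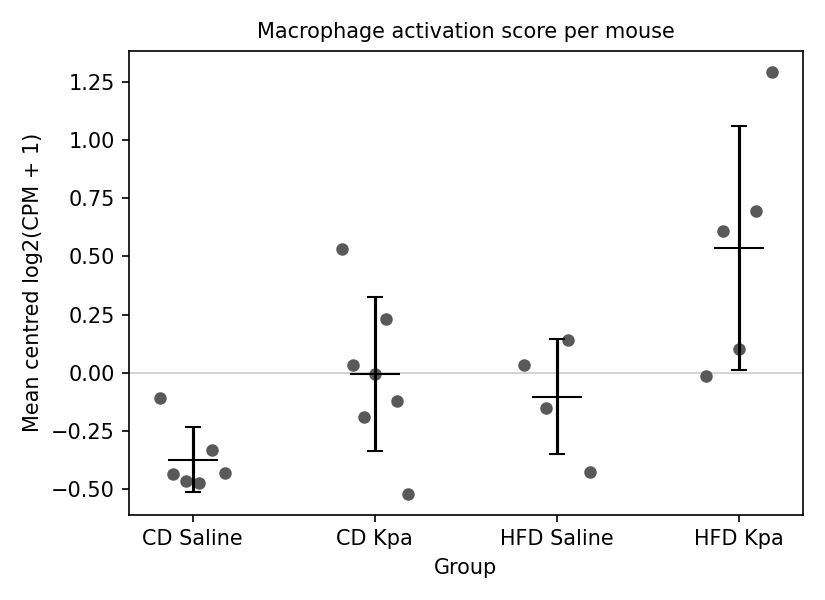
Macrophage activation score (mean centred log2(CPM + 1) over 29 genes, y axis) in each group (x axis), with 1 point per mouse and the mean and SD of each group. HFD Kpa mice lie between -0.013 and 1.29, and CD Kpa mice between -0.52 and 0.53.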

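Chil3 lies on chromosome 3 of GRCm38 from 106147554 to 106167564. Its expression was 20.1 ± 39.2 CPM (SD, n = 5) in HFD Kpa, 1.06 ± 1.03 (SD, n = 4) in HFD Saline, 1.15 ± 1.20 (SD, n = 7) in CD Kpa and 0.178 ± 0.140 (SD, n = 6) in CD Saline mice. The HFD Kpa mean rests mostly on mouse 23, which had 391 of the group's 435 Chil3 reads and 90.0 CPM. Mouse 18 had 30 reads, mouse 22 had 8, mouse 17 had 5 and mouse 21 had 1, and HFD Saline mice had between 1 and 11. No read was found in 3 mice, where the depth allows up to 0.706, 0.906 and 0.919 CPM. Its paralog Chil4 had 1 read in all 22 mice together. In limma, log2(CPM + 1) of Chil3 in HFD Kpa mice exceeded that of the other 3 groups by 1.84 (standard error 0.55, adjusted p = 0.0749). The added 1 CPM is close to or above the mean of each of these groups, so this difference is not a fold change of CPM. Tests on the recovered reads, chosen after the data had been seen, gave log2 fold changes of 4.65 with edgeR (adjusted p = 0.000881) and 4.77 with DESeq2 (adjusted p = 0.000116). Of these tests, edgeR had been set before for deposited counts, with limma for normalized values such as CPM. Without mouse 23 the limma value was 0.85 (adjusted p = 0.374). By two-sided exact permutation tests on log2(CPM + 1), HFD Kpa mice differed from the other 17 mice by 1.85 (p = 0.00775) and from CD Saline mice by 2.31 (p = 0.00216). Without mouse 23 the difference from the other 17 mice was 0.86 (exact permutation test, p = 0.0354). With mouse 23 included, the difference from CD Kpa mice alone was 1.60 (exact permutation test, p = 0.0821), with an adjusted p of 0.324 in limma and, in count tests chosen after the data had been seen, 0.028 in edgeR and 0.0216 in DESeq2. The difference from HFD Saline mice alone was 1.61 (exact permutation test, p = 0.23), with an adjusted p of 0.514 in limma, 0.263 in edgeR and 0.136 in DESeq2. Leaving out mouse 23 reduced these 2 differences to 0.61 (exact permutation test, p = 0.291) and 0.62 (exact permutation test, p = 0.371). In mouse 23, transcripts of neutrophil precursors (Mpo at 38.0 CPM, Ngp at 34.1 CPM) and of the pancreas (Cela3b at 28.1 CPM) were also present; these genes were chosen after their values had been seen. From the increase in Chil3, a marker it assigns to activated macrophages, the paper goes on to examine CHIL3 protein and macrophages in the liver.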

YM1 is notably known to mark macrophages associated with the development of NASH.^30^ We sought to validate our RNA sequencing using immunohistochemistry (IHC). Hematoxylin and eosin staining revealed steatosis as expected in HFD animals (Supplemental Figure S5, http://links.lww.com/HC9/A490). Immunohistochemistry staining for YM1 showed aggregates specifically in the livers of *Kpa* HFD mice (Figure 4B) (HFD Kpa 2 mice without aggregates, 4 with aggregates; CD Kpa 7 mice without aggregates, 1 with aggregates; HFD Saline 5 mice without aggregates, 0 with aggregates; and HFD Saline 5 mice without aggregates, 0 with aggregates, Fisher exact test *p* = 0.007). Increased *Chil3* expression persisted for 1.5 months after *Kpa* survival (Figure 4C). At 1.5 months, immunohistochemistry for YM1 showed the persistence of aggregates in the livers of *Kpa* HFD mice (Figure 4D).

**FIGURE 4:**
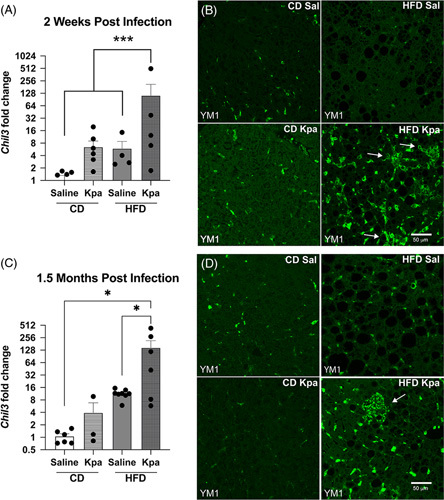
After sepsis, there is increased *Chil3*/YM1 in HFD obese mice by RNA and immunohistochemistry. (A) Two weeks after sepsis, there is significantly higher *Chil3* expression in HFD *Kpa* mice than in other groups (baySeq padj = 0.0006). (B) Two weeks after sepsis, YM1 positive aggregates are more common in the liver of HFD *Kpa* mice (HFD Kpa 2 mice without aggregates and 4 with aggregates; CD Kpa 7 mice without aggregates and 1 with aggregates; HFD Saline 5 mice without aggregates and 0 with aggregates; and HFD Saline 5 mice without aggregates and 0 with aggregates, Fisher Exact test *p* = 0.007). (C) 1.5 months after sepsis, there is significantly higher *Chil3* expression in HFD *Kpa* mice. (D) 1.5 months after sepsis, YM1 positive aggregates are seen in HFD *Kpa* mice. *p < 0.05, **p < 0.01, ***p < 0.001. Abbreviations: CD, control diet; HFD, high-fat diet; *Kpa*, *Klebsiella pneumoniae*.

### *Kpa* pneumosepsis is associated with enhanced liver inflammation and fibrosis in a model of diet-induced NASH

Given the evidence of ongoing steatohepatitis and associated macrophage activation in the livers of *Kpa* HFD mice, we sought to evaluate whether this was associated with differences in hepatic fibrosis using liver *Col13a1* expression and picrosirius red staining for evidence of type III collagen deposition. In our *Kpa*-treated HFD mice, there was no significant difference in *Col3a1* expression (Supplemental Figure S4, http://links.lww.com/HC9/A489). Furthermore, picrosirius red staining as evaluated by polarized light was negative in all 4 groups, indicating no development of fibrosis (data not shown). In murine models, HFD alone without nutrient deficiencies requires prolonged exposure to result in liver fibrosis. Therefore, to determine whether hepatic fibrosis could be observed more generally after pneumosepsis survival in a disordered liver microenvironment, we used another model that more closely mimics NASH by subjecting young (6–8 wk) mice to a 2-week pulse of MCD-HFD.^31^ Mice were first challenged with MCD-HFD before infection (Figure 5A). We found that, after infection, *Kpa*-infected mice showed an increase in *Chil3* gene expression (Figure 5B). On hematoxylin and eosin stained sections, there was an increase in aggregates in the parenchyma, which were found to be YM1 positive (Figure 5C, D). Notably, there was upregulation of *Col3a1* expression (Figure 5E), and picrosirius red by polarized light staining showed increased staining in *Kpa*-infected mice indicating the development of fibrosis (Figure 5F). These findings indicate generalizability to our results in HFD mice that prior pneumosepsis can augment liver-associated inflammation and contribute to fibrosis.

**FIGURE 5:**
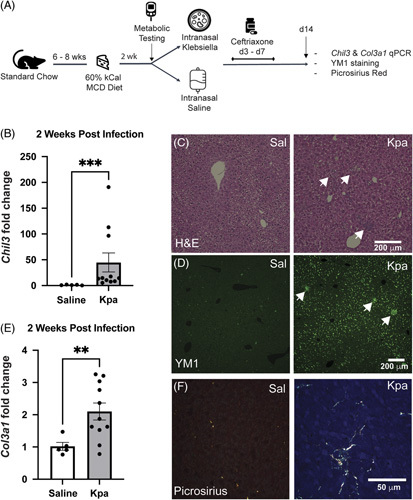
Klebsiella infection in MCD-HFD mice results in increased *Chil3* and *Col3a1* expressions, with the concurrent increase in picrosirius red staining. (A) Experimental design. At 6–8 weeks of age, mice were started on an MCD-HFD for 2 weeks and underwent metabolic testing. Then, mice were randomly allocated to intranasal *Kpa* or intranasal saline. After 72 hours, all mice received 5 days of ceftriaxone. Two weeks later, mice were sacrificed. (B) Two weeks after sepsis, there is significantly higher *Chil3* expression in MCD-HFD *Kpa* mice. (C) Two weeks after sepsis, MCD-HFD *Kpa* mice have aggregates seen in the liver parenchyma on H&E. (D) Two weeks after sepsis, MCD-HFD *Kpa* mice have YM1 aggregates scattered throughout the liver parenchyma on IHC. Aggregates and heavy sinusoidal staining were present in significantly more MCD-HFD *Kpa* livers (8 with, 3 without) than with MCD-HFD alone (0 with, 5 without, and Fisher Exact test *p* = 0.02). (E) Two weeks after sepsis, there is higher liver *Col3a1* expression in MCD-HFD *Kpa* mice. (F) Two weeks after sepsis, parenchymal picrosirius red staining by polarized light is evident in *Kpa* MCD-HFD mice. **p < 0.01, ***p < 0.001. Abbreviations: H&E, hematoxylin and eosin; HFD, high-fat diet; IHC, immunohistochemistry; *Kpa*, *Klebsiella pneumonia*; MCD, methionine-choline–deficient.

### Sepsis increases risk for liver injury 1–2 years after septic insult in humans

In a cohort study of patients hospitalized with severe sepsis or septic shock, there were 81,196 index hospitalizations, 65,139 of which had a measured baseline ALT, BMI, and total bilirubin <4.5 (Supplemental Table S2, http://links.lww.com/HC9/A414). Two years after index hospitalization, patients with preobesity, class 1, class 2, and class 3 obesity had greater survival (68%, 76%, 80%, and 82%, respectively) compared with patients with normal weight (56%). However, the OR for elevation in ALT increased significantly 1–2 years after index hospitalizations significantly in pre, class 1, and class 2 obesity (Table 1) but not class 3 obesity.

**TABLE 1:** Risk of chronic liver injury is elevated 1–2 years after sepsis in obese patients

BMI categories	OR for day 366–730 liver injury
Underweight	1.15 (0.78, 1.70)
Normal	Reference
Preobesity	1.30 (1.07, 1.58)^a^
Class 1 obesity	1.54 (1.25, 1.89)^a^
Class 2 obesity	1.30 (1.00, 1.68)^a^

*Note:* Including 65,139 hospital admissions for sepsis or septic shock from 2015 to 2018 in the Veterans Administration. ORs generated from logistic regression models with BMI category predicting the outcome. Models include the following covariates for adjustment: age, sex, select diagnoses, individual SIRS criteria, and individual acute organ dysfunctions (except liver). BMI, body mass index; SIRS, systemic inflammatory response syndrome.

a *p* < 0.05.

## DISCUSSION

Obesity, NAFLD, and sepsis survival are conditions with increasing worldwide prevalence. There is epidemiological data regarding the intersection of these conditions and, however, complicated by confounders in the care of patients with obesity. Sepsis and obesity have been specifically studied in murine models, usually in models of lethal sepsis.^32^ However, there is a paucity of murine data regarding sepsis survivorship, a clinical entity with known long-term multiorgan dysfunction.^33^

In this study, we aimed to understand the long-term effect of pneumosepsis survivorship on underlying obesity when associated with fatty liver disease. Surprisingly, pneumosepsis resulted in decreased fasting blood glucose in mice with underlying diet-induced fatty liver disease and hyperglycemia. Lowered fasting blood glucose can certainly be due to weight loss and a concurrent improvement in insulin sensitivity, as is seen in bariatric surgery.^34^ However, we found no difference in insulin sensitivity in obese-uninfected mice and obese pneumosepsis survivor mice.

Given the lack of difference in insulin sensitivity, we aimed to evaluate gluconeogenesis, as hepatic glucose production is a significant driver of glucose homeostasis in rodents.^35^ Specifically, pyruvate is key *in vivo* substrate of gluconeogenesis.^36^ Pyruvate is important to glucose metabolism and can be used in liver anabolic and catabolic processes.^37^ Therefore, we proceeded with a pyruvate tolerance test and notably found a significant change in pyruvate utilization in obese pneumosepsis survivor mice. This unique finding drew our attention to the histological and transcriptomic evaluation of the liver as potentially hepatic dysfunction explained improvement in blood glucose in obese *Kpa*-infected mice. Notably, the liver revealed increased inflammation, persistent to 1.5 months after infection.

Macrophages are a cardinal force in the development of fibrosis and inflammation. In obese states, macrophages can exhibit plasticity and cause the release of proinflammatory cytokines.^38^ In a prior murine model, fatty liver disease followed by sepsis through CLP time to mortality was attenuated by the deletion of TREM2 macrophages.^39^ In fibrotic murine livers, there is upregulation of both M1 and M2 macrophages. However, data show that, in livers undergoing resolution of fibrosis, there was a notable dearth of M2 macrophages, implying that the M1 macrophages were largely responsible for fibrosis resolution.^40^ The alternative macrophage pathway is also postulated to be a prevailing force in fibrogenesis.^41–43^ YM1, an M2 macrophage marker, has been used as a marker for differential upregulation in a murine NASH model.^30^ YM1 has also been used in evaluating lung fibrosis and is thought to potentially be a marker of oxidative stress.^44^

Given this signature of liver inflammation on pre-existing fatty liver disease after *Kpa* pneumosepsis, we postulated that pneumosepsis is the “second hit” that results in the development of steatohepatitis and potentially fibrosis. Sepsis stimulates free fatty acid production resulting in worsened metabolic disorders, and the free fatty acids can then cause inflammation and lipotoxic effects on the liver.^13^ Potentially oxidative stress and the release of free fatty acids in sepsis could impact the progression of NAFLD to NASH. In fact, a prior study showed the use of C75, a fatty acid synthase inhibitor, lowered free fatty acid accumulation in the liver, and increased survival after CLP.^45^ However, it is well known that murine models of steatohepatitis and fibrosis are difficult to elucidate on HFD alone without prolonged exposure, toxins, or provocative nutrient deficiencies, such as a methionine-choline–deficient diet. We aimed to intensify our infectious model with a highly inflammatory MCD-HFD to accelerate fibrosis. Therefore, we infected a group of mice after a 2-week exposure. In this cohort, we found upregulation of *Col3a1* and increased picrosirius red staining by polarized light indicating collagen deposition and fibrosis, in addition to the accumulation of YM1 expressing macrophages and increased *Chil3* expression.

This study focuses on sepsis survivorship, rather than acute infection. In this survival model of pneumosepsis, all animals regardless of infection receive antibiotics with the intention of clearing disseminated infection, rather than producing a state of low-level “chronic” sepsis.^8^ In this model, when mice are euthanized before antibiotic therapy, bacteria are cultured from the liver; however, after antibiotic therapy, bacteria are absent. This indicates that persistent inflammation is self-sustaining, rather than a response to chronic infection. Interestingly, although there is a concern in humans for “obese sarcopenia” or loss of lean mass during sepsis, in our model, we found that, by 2 weeks, obese sepsis mice had regained lean mass but not fat mass. The preservation of lean mass in our study contradicts prior sepsis work in a CLP model.^46^ However, the route of infection—intra-abdominal surgery to cause peritoneal sepsis versus intranasal inoculation to cause pneumosepsis—may account for this difference.

Early detection and treatment of sepsis have improved outcomes, therefore leading to an increased sepsis survivor population.^47^ Long-term outcomes are complicated by postintensive care syndrome and difficulty in returning to work exacerbated by socioeconomic inequalities.^48^ There are limited data on long-term liver outcomes after septic insult. Given this signature of liver inflammation after pneumosepsis in mice with pre-existing fatty liver disease, we looked to see if we saw a similar phenotype clinically. Abnormal transaminase levels (eg, ALT) are often the first clinically recognized marker of liver dysfunction in the outpatient setting and frequently trigger an evaluation for NASH in obese patients. As such, we sought to evaluate whether obese patients who survive sepsis are at increased risk of developing new abnormalities in liver transaminases. In our retrospective patient cohort, we showed, as in prior studies, that obesity is associated with improved survival in sepsis—consistent with the “obesity paradox.”^3^ Despite this survival advantage, obesity was associated with an increased risk of elevated ALT 1–2 years after hospitalization, raising the question of whether survival is marked by the progression of chronic liver disease in this population. Our human sepsis data were retrospective and lacked a confirmation of underlying fatty liver disease or other concomitant liver diseases. Nevertheless, this signal is intriguing, and we aimed to minimize these cofounders using within-person controls.

Our animal study certainly does have limitations. Although we performed multiple metabolic tests, the challenge and tolerance tests do not simultaneously measure variables in murine models as would be seen in hyperinsulinemic-euglycemic clamps. Our data are largely observational and do not use macrophage-specific knockouts to determine whether there is a reversal of persistent inflammation. Although our study is a survival model, and therefore required the use of antibiotics, the potential for changes to the microbiome and side effects of antibiotics exists. We mitigated this weakness by giving the same antibiotics to both infected and sham animals. Finally, we used a provocative MCD-HFD diet to determine whether there was evidence of a fibrotic signature. However, this diet could have differential metabolic effects given deficiencies in methionine and choline that are not fully understood.

Future studies on sepsis survivorship, NAFLD, and obesity should address potential therapeutic targets. As our population of patients with obesity increases, it is appropriate that our care and understanding increase. We should be able to offer precision medicine to patients across obesity classes. Not only does our system-wide support need to expand but we also need to understand how obesity modulates admissions for critical illness to provide patients with obesity exceptional clinical care.

## CONCLUSIONS

In a reproducible diet-induced obesity murine model, there is evidence of changes in gluconeogenesis and liver inflammation after septic insult in obese *Klebsiella* inoculated mice. Histologic changes after infection were further exacerbated with the use of an MCD-HFD. Furthermore, in a cohort study of patients admitted with sepsis, overweight and obese patients had an increased risk of elevated ALT 1–2 years following admission for sepsis. These retrospective data are limited as there is no confirmation of coexisting NAFLD or histological development of inflammation.

## FUNDING INFORMATION

The authors thank the support of the Charles Woodson Collaborative Research Award from the University of Michigan Department of Pediatrics. Benjamin H. Singer is supported by R01AG074968, and Kanakadurga Singer is supported by RO1DK115583. Scott J. Denstaedt is supported by K08HL153799. Hallie C. Prescott is supported by AHRQ R01 HS026725.

## CONFLICTS OF INTEREST

The authors have no conflicts to report.

## Supplementary Material

## References

[1] McGuireTRBrusnahanSKBilekLDJacksonJDKessingerMABergerAM. Inflammation associated with obesity: Relationship with blood and bone marrow endothelial cells. Obesity. 2011;19:2130–6.2190102510.1038/oby.2011.246

[2] SchetzMDe JongADeaneAMDrumlWHemelaarPPelosiP. Obesity in the critically ill: a narrative review. Intensive Care Med. 2019;45:757–69.3088844010.1007/s00134-019-05594-1

[3] PrescottHCChangVWO’BrienJMLangaKMIwashynaT. Obesity and one-year outcomes in older Americans with severe sepsis. Crit Care Med. 2014;42:1766–74.2471746610.1097/CCM.0000000000000336PMC4205159

[4] KarampelaIChrysanthopoulouEChristodoulatosGSDalamagaM. Is there an obesity paradox in critical illness? Epidemiologic and metabolic considerations. *Curr Obes Rep*. 2020;20:1–14.10.1007/s13679-020-00394-x32564203

[5] WacharasintPBoydJHRussellJAWalleyKR. One size does not fit all in severe infection: obesity alters outcome, susceptibility, treatment, and inflammatory response. Crit Care Lond Engl. 2013;17:R122.10.1186/cc12794PMC405710223786836

[6] NgPYEikermannM. The obesity conundrum in sepsis. BMC Anesthesiol. 2017;17:147.2907001110.1186/s12871-017-0434-zPMC5657099

[7] PepperDJDemirkaleCYSunJRheeCFramDEichackerP. Does obesity protect against death in sepsis? A retrospective cohort study of 55,038 adult patients. Crit Care Med. 2019;47:643–50.3078940310.1097/CCM.0000000000003692PMC6465121

[8] DenstaedtSJSpencer-SegalJLNewsteadMLaborcKZengXStandifordTJ. Persistent neuroinflammation and brain specific immune priming in a novel survival model of murine pneumosepsis. Shock. 2019;54:78–86.10.1097/SHK.0000000000001435PMC701577231415473

[9] DenstaedtSJBustamanteACNewsteadMWMooreBBStandifordTJZemansRL. Long-term survivors of murine sepsis are predisposed to enhanced LPS-induced lung injury and proinflammatory immune reprogramming. Am J Physiol Lung Cell Mol Physiol. 2021;321:L451–65.3416174710.1152/ajplung.00123.2021PMC8410111

[10] DenstaedtSJSpencer-SegalJLNewsteadMWLaborcKZhaoAPHjelmaasA. S100A8/A9 drives neuroinflammatory priming and protects against anxiety-like behavior after sepsis. J Immunol. 2018;200:3188–200.2956317810.4049/jimmunol.1700834PMC5915914

[11] YendeSKellumJATalisaVBPeck PalmerOMChangCCHFilbinMR. Long-term host immune response trajectories among hospitalized patients with sepsis. JAMA Netw Open. 2019;2:e198686.3139003810.1001/jamanetworkopen.2019.8686PMC6686981

[12] SingerBHNewsteadMWZengXCookeCLThompsonRCSingerK. Cecal ligation and puncture results in long-term central nervous system myeloid inflammation. PloS One. 2016;11:e0149136.2686276510.1371/journal.pone.0149136PMC4749127

[13] ZhuXZhangWWuCWangSSmithFGJinS. The novel role of metabolism-associated molecular patterns in sepsis. Front Cell Infect Microbiol. 2022;12:1–7.10.3389/fcimb.2022.915099PMC920289135719361

[14] FrydrychLMFattahiFHeKWardPADelanoMJ. Diabetes and sepsis: risk, recurrence, and ruination. Front Endocrinol. 2017;8:271.10.3389/fendo.2017.00271PMC567036029163354

[15] MancusoP. Obesity and lung inflammation. J Appl Physiol. 2010;108:722–8.1987570910.1152/japplphysiol.00781.2009PMC2838639

[16] RiveraCA. Pathophysiology of obesity. Pathophysiol Off J Int Soc Pathophysiol ISP. 2008;15:69–70.10.1016/j.pathophys.2008.04.006PMC260568718583111

[17] LewisEDWilliamsHCBrunoMECStrombergAJSaitoHJohnsonLA. Exploring the obesity paradox in a murine model of sepsis: improved survival despite increased organ injury in obese mice. Shock. 2021;57:151–9.10.1097/SHK.0000000000001856PMC867819534482320

[18] DeMartiniTNowellMJamesJWilliamsonLLahniPShenH. High fat diet-induced obesity increases myocardial injury and alters cardiac STAT3 signaling in mice after polymicrobial sepsis. Biochim Biophys Acta Mol Basis Dis. 2017;1863(10 Pt B):2654–60.2862591510.1016/j.bbadis.2017.06.008PMC5653424

[19] KaplanJMNowellMLahniPShenHShanmukhappaSKZingarelliB. Obesity enhances sepsis-induced liver inflammation and injury in mice. Obesity. 2016;24:1480–1488.2717299310.1002/oby.21504PMC4925204

[20] FabbriniESullivanSKleinS. Obesity and nonalcoholic fatty liver disease: biochemical, metabolic and clinical implications. Hepatol Baltim Md. 2010;51:679–89.10.1002/hep.23280PMC357509320041406

[21] PengCStewartAGWoodmanOLRitchieRHQinCX. Non-alcoholic steatohepatitis: a review of its mechanism, models and medical treatments. Front Pharmacol. 2020;11:1864.10.3389/fphar.2020.603926PMC774517833343375

[22] KessokuTKobayashiTImajoKTanakaKYamamotoATakahashiK. Endotoxins and non-alcoholic fatty liver disease. Front Endocrinol. 2021;12:770986.10.3389/fendo.2021.770986PMC858645934777261

[23] RiveraCA. Risk factors and mechanisms of non-alcoholic steatohepatitis. Pathophysiol Off J Int Soc Pathophysiol ISP. 2008;15:109–14.10.1016/j.pathophys.2008.04.003PMC260043918667295

[24] LoveMIHuberWAndersS. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq. 2. Genome Biol. 2014;15:550.2551628110.1186/s13059-014-0550-8PMC4302049

[25] HardcastleTJKellyKA. baySeq: empirical Bayesian methods for identifying differential expression in sequence count data. BMC Bioinformatics. 2010;11:422.2069898110.1186/1471-2105-11-422PMC2928208

[26] WayneMTMollingDWangXQHoganCKSeelyeSLiuVX. Measurement of sepsis in a national cohort using three different methods to define baseline organ function. Ann Am Thorac Soc. 2021;18:648–55.3347624510.1513/AnnalsATS.202009-1130OCPMC8008999

[27] Hospital Toolkit for Adult Sepsis Surveillance. Centers for Disease Control and Prevention. 2018. Accessed November 2022. https://www.cdc.gov/sepsis/pdfs/sepsis-surveillance-toolkit-mar-2018_508.pdf

[28] LevyMMFinkMPMarshallJCAbrahamEAngusDCookD. 2001 SCCM/ESICM/ACCP/ATS/SIS International Sepsis Definitions Conference. *Crit Care Med*. 2003;31:1250–6.1268250010.1097/01.CCM.0000050454.01978.3B

[29] GeSXJungDYaoR. ShinyGO: a graphical gene-set enrichment tool for animals and plants. Bioinformatics. 2020;36:2628–9.3188299310.1093/bioinformatics/btz931PMC7178415

[30] GeorgeJZhangYSloanJSimsJMImigJDZhaoX. Tim-1 deficiency aggravates high-fat diet-induced steatohepatitis in mice. Front Immunol. 2021;12:747794.3467593110.3389/fimmu.2021.747794PMC8523998

[31] RadhakrishnanSKeJYPellizzonMA. Targeted nutrient nodifications in purified diets differentially affect nonalcoholic fatty liver disease and metabolic disease development in rodent models. Curr Dev Nutr. 2020;4:nzaa078.3249476210.1093/cdn/nzaa078PMC7250583

[32] FrydrychLMBianGO’LoneDEWardPADelanoMJ. Obesity and type 2 diabetes mellitus drive immune dysfunction, infection development, and sepsis mortality. J Leukoc Biol. 2018;104:525–534.3006695810.1002/JLB.5VMR0118-021RR

[33] GritteRBSouza-SiqueiraTCuriRMachadoMCCSorianoFG. Why septic patients remain sick after hospital discharge?Front Immunol. 2021;11:605666.3365899210.3389/fimmu.2020.605666PMC7917203

[34] PareekMSchauerPRKaplanLMLeiterLARubinoFBhattDL. Metabolic surgery. J Am Coll Cardiol. 2018;71:670–87.2942096410.1016/j.jacc.2017.12.014

[35] KowalskiGMBruceCR. The regulation of glucose metabolism: implications and considerations for the assessment of glucose homeostasis in rodents. Am J Physiol Endocrinol Metab. 2014;307:E859–71.2520582310.1152/ajpendo.00165.2014

[36] GrayLRSultanaMRRauckhorstAJOonthonpanLTompkinsSCSharmaA. Hepatic mitochondrial pyruvate carrier 1 is required for efficient regulation of gluconeogenesis and whole-body glucose homeostasis. Cell Metab. 2015;22:669–81.2634410310.1016/j.cmet.2015.07.027PMC4754674

[37] CanEBastiaansenJAMCouturierDLGruetterRYoshiharaHAICommentA. [13C] bicarbonate labelled from hyperpolarized [1-13C] pyruvate is an in vivo marker of hepatic gluconeogenesis in fasted state. Commun Biol. 2022;5:10.3501353710.1038/s42003-021-02978-2PMC8748681

[38] MosserDMEdwardsJP. Exploring the full spectrum of macrophage activation. Nat Rev Immunol. 2008;8:958–69.1902999010.1038/nri2448PMC2724991

[39] HouJZhangJCuiPZhouYLiuCWuX. TREM2 sustains macrophage-hepatocyte metabolic coordination in nonalcoholic fatty liver disease and sepsis. J Clin Invest. 2021;131:e135197.3358667310.1172/JCI135197PMC7880419

[40] BeljaarsLSchippersMReker-SmitCMartinezFOHelmingLPoelstraK. Hepatic localization of macrophage phenotypes during fibrogenesis and resolution of fibrosis in mice and humans. Front Immunol. 2014;5:430.2525003010.3389/fimmu.2014.00430PMC4157549

[41] SongEOuyangNHörbeltMAntusBWangMExtonMS. Influence of alternatively and classically activated macrophages on fibrogenic activities of human fibroblasts. Cell Immunol. 2000;204:19–28.1100601410.1006/cimm.2000.1687

[42] LiaskouEZimmermannHWLiKKOoYHSureshSStamatakiZ. Monocyte subsets in human liver disease show distinct phenotypic and functional characteristics. Hepatol Baltim Md. 2013;57:385–98.10.1002/hep.26016PMC419442622911542

[43] TackeFZimmermannHW. Macrophage heterogeneity in liver injury and fibrosis. J Hepatol. 2014;60:1090–6.2441260310.1016/j.jhep.2013.12.025

[44] GibbonsMAMacKinnonACRamachandranPDhaliwalKDuffinRPhythian-AdamsAT. Ly6Chi monocytes direct alternatively activated profibrotic macrophage regulation of lung fibrosis. Am J Respir Crit Care Med. 2011;184:569–81.2168095310.1164/rccm.201010-1719OC

[45] IdrovoJPYangWLJacobACorboLNicastroJCoppaGF. Inhibition of lipogenesis reduces inflammation and organ injury in sepsis. J Surg Res. 2015;200:242–249.2621674710.1016/j.jss.2015.06.059PMC4688159

[46] FrydrychLMBianGFattahiFMorrisSBO’RourkeRWLumengCN. GM-CSF administration improves defects in innate immunity and sepsis survival in obese diabetic mice. J Immunol. 2019;202:931–42.3057830710.4049/jimmunol.1800713

[47] EvansLRhodesAAlhazzaniWAntonelliMCoopersmithCMFrenchC. Surviving sepsis campaign: international guidelines for management of sepsis and septic shock 2021. Intensive Care Med. 2021;47:1181–247.3459969110.1007/s00134-021-06506-yPMC8486643

[48] HauschildtKESeigworthCKamphuisLAHoughCLMossMMcPeakeJM. Financial toxicity after acute respiratory distress syndrome: a National Qualitative Cohort Study. Crit Care Med. 2020;48:1103–10.3269747910.1097/CCM.0000000000004378PMC7387748

# Supplementary material for: Pneumosepsis survival in the setting of obesity leads to persistent steatohepatitis and metabolic dysfunction
**Source:** Hepatol Commun. 2023 Aug 9;7(9):e0210. doi: 10.1097/HC9.0000000000000210
**Supplement:** Supplementary file 1

| qPCR Primer                     | Exon Location | Manufacturer | Assay Name           |
|---------------------------------|---------------|--------------|----------------------|
| <i>Chil3</i> (YM1)              | 3 to 4        | IDT          | Mm.PT.58.12585703    |
| <i>Col3a1</i>                   | 1 to 2        | IDT          | Mm.PT.58.13848686    |
| <i><math>\beta</math>-Actin</i> | 5 to 6        | IDT          | Mm.PT.58. 32716599.g |

# Supplementary material for: Pneumosepsis survival in the setting of obesity leads to persistent steatohepatitis and metabolic dysfunction
**Source:** Hepatol Commun. 2023 Aug 9;7(9):e0210. doi: 10.1097/HC9.0000000000000210
**Supplement:** Supplementary file 2

|                                                                                         | Number of hospitalizations |
|-----------------------------------------------------------------------------------------|----------------------------|
| 2015-2018 HAPPI Cohort Severe Sepsis/Septic Shock                                       | 81,196                     |
| ALT and Total Bilirubin measured in the 180 days prior to ED presentation               | 76,708                     |
| Weight measured in the 30 days prior to ED presentation                                 | 70,223                     |
| Weight is greater than 75 pounds and less than 500 pounds                               | 69,845                     |
| Height measured in the 730 days prior to ED presentation                                | 66,506                     |
| Height is less than 7 feet (84 inches) and greater than 4 feet 2 inches (50 inches)     | 66,136                     |
| BMI greater than or equal to 14                                                         | 65,642                     |
| Baseline Total Bilirubin (lowest in 180 days prior to ED presentation is less than 4.5) | 65,139                     |

How the deposited data were processed for this re-analysis (not part of the article)

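Liver RNA of 22 mice, 2 weeks after saline or Kpa, was measured by 3′ end RNA sequencing: 6 CD Saline, 7 CD Kpa, 4 HFD Saline and 5 HFD Kpa mice. Conditions were taken from the deposited labels. For 6 mice the labels conflict on the diet, and they were assigned to CD Kpa from the group sizes in Fig. 4. Each comparison with the other 3 groups was repeated without them. Only mouse 27 then remains in CD Kpa, so no count of genes is given for that fit. No sequencing batch is given, and the mouse numbers separate the diets, so a batch that followed the numbers cannot be separated from the diet.

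The authors deposited CPM values and variance-stabilized values per gene symbol. Whole reads were recovered from the CPM values: 100% of values lay within 0.1 of a whole read, the largest distance being 0.0258. Depth ran from 2295893 to 4681662 reads per mouse. A count of 0 allows up to 3 reads, which is a limit for counting error only. In total 18562 genes had at least 10 reads. Among the 52 pairs of mice within a group, no library was a duplicate of another; pairs across groups were not compared.

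The test set before the data were examined was edgeR on counts, with limma on log2(CPM + 1) as the written choice if only normalized values were deposited; limma was therefore used. It was fitted with trended variances over 16734 genes with a CPM of at least 0.5 in at least 4 mice, on all 4 groups together, with Benjamini-Hochberg adjustment. HFD Kpa was compared with the mean of the other 3 groups, at an adjusted p under 0.05 and a fold change over 1.5, and 4 pairs of groups and the interaction of diet and infection at an adjusted p under 0.05. baySeq, which the paper used, was not available. The tests were tested on simulated data with 200 genes changed 4-fold in HFD Kpa mice, of which limma called 167 against the other 3 groups, with 10 other genes, and 149 against HFD Saline mice.

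Scores are means over a gene list of centred log2(CPM + 1). They were compared by two-sided exact permutation tests, with camera and fry beside them, and adjusted over 105 tests (21 lists and 5 comparisons). Interactions were tested with 100000 permutations of residuals. The lists were written before the data were examined but after Table S3 had been read. They cover the interferon response, macrophage activation, resident Kupffer cells, monocytes, MHC class II, mature neutrophils, neutrophil precursors, B cells, T and NK cells, erythroid cells, acute phase, fibrosis, steatosis, fatty acid oxidation, gluconeogenesis, circadian clock, hepatocytes, adipose tissue, muscle, pancreas and sex.

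Genes are named by a rule set before the data were examined but after Table S3 had been read: genes the paper names for its liver RNA, Chil4 as the paralog of Chil3, the first 5 genes of Table S3, the 5 genes with the smallest adjusted p in each direction of each comparison whose direction held with any 1 mouse left out, and genes of a named list past the threshold (otherwise the 3 with the highest mean CPM). Other genes are marked where they appear.

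Alternatives set before the data were examined were pseudocounts of 0.5 and 5, no filter, the authors' variance-stabilized values, only the groups compared, the other 3 groups pooled as 1, the threshold in each of 3 separate comparisons, no fold change threshold, changes to the scores, leaving out the 6 mice and leaving out each mouse. Tests on the recovered reads (edgeR, DESeq2) and scaling by TMM factors were added after the data had been seen. Table S3 was available for 1997 of its 27751 genes, and no set test was run on it. Gene positions are from GENCODE on GRCm38. The versions were R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.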

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

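The tests of mice 18, 23 and 16 were chosen after the values had been seen, as were those of acute phase genes; the tests of the counts of genes were set before. In 92 groups tested for a mouse far from the others, 6 were found, and chance gives about 1 in 20.

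In HFD Kpa mouse 23, the neutrophil precursor score (3.04) and the pancreas score (2.54) lay far above the other 4 HFD Kpa mice, the same mouse that holds most Chil3 reads. Reads shared with the paralog are argued against by 0 Chil4 reads in mouse 23, and blood left in the sample by an erythroid score of -0.19. Without Chil3, the neutrophil precursor score of mouse 23 was still 2.80, the highest of 22 mice, so immature neutrophils are a candidate explanation. It stays open, since its test also asked whether Chil3 tracks this list more closely than the macrophage activation list within the groups, and the 2 measures disagreed. Over 22 mice, Chil3 and the precursor list had Pearson r = 0.88 (permutation p = 2e-05; adjusted p = 3.33e-05 over 5 lists) and Spearman rho = 0.60 (permutation p = 0.00348; adjusted p = 0.00435), and with mice 23 and 21 left out r was 0.55. The macrophage list had r = 0.73 and rho = 0.68, mature neutrophils r = 0.79 (permutation p = 2e-05) and rho = 0.72 (permutation p = 0.00026), with r = 0.63 leaving out mice 23 and 21, monocytes r = 0.80 (permutation p = 1e-05, the smallest that 100000 permutations give) and rho = 0.77 (permutation p = 4e-05), with r = 0.70 leaving out the same mice, and resident Kupffer cells r = 0.44 (permutation p = 0.0422) and rho = 0.53 (permutation p = 0.013), with r = 0.46 leaving out mice 27 and 35. Without mouse 23, r was 0.67 for the precursor list, 0.71 for mature neutrophils, 0.63 for the macrophage list and 0.78 for monocytes, so Chil3 does not single out 1 of these cell types. Pancreas tissue in the sample stays open. Its test asked whether the most abundant pancreas transcript rose to 100 CPM or more, or stayed below 10 CPM. With Cela1 left out, the value was 28.1 CPM for Cela3b, between these outcomes. Cela1 is on the list but was not counted, and CD Saline mice had 28.4 to 72.8 CPM of it. Its highest value among HFD Kpa mice was 145 CPM, past the upper outcome. Of 12 pancreas genes (Cela1, which other livers also express, left out), 9 had reads in mouse 23, together 141 CPM against at most 3.06 CPM in any other mouse. RNA from outside the liver may thus be present in this sample. Whether it brought Chil3 or the neutrophil transcripts cannot be told apart from cells in the liver. The test does not decide this, since its outcome may depend on whether Cela1 is counted.

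In HFD Kpa mouse 18, the interferon response score (2.80) lay far above the next mouse (0.78). Its total of 4458677 reads was slightly above the range of the other HFD Kpa mice (up to 4342468), the outcome the test had named for depth as the cause. Depth is nevertheless argued against by CD Kpa mouse 27, a deeper library (4681662 reads) with a score of 0.237, and composition by the share of the 10 most abundant genes of mouse 18, 24.6%, which was within the range of its group. A lower share of hepatocyte RNA, which would raise the lists of other cell types alike, is argued against as the whole cause: the interferon list rose by 2.42 over the other HFD Kpa mice, and 5 of 7 lists of other cell types rose less by more than 2 SD of those mice. The erythroid (-0.68), Kupffer cell (-0.13) and fibrosis (-0.091) lists fell, and B cells (0.35) and T and NK cells (0.64) rose less. Mature neutrophils (0.33) and monocytes (1.18) varied too much between the other mice to decide, so a change in these cells stays open. The effect of infection on this diet stays open beside these.

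The total of HFD Saline mouse 15 was 2295893 reads, against at least 4182555 in the other mice of its group. The gluconeogenesis score of CD Kpa mouse 30 was -0.16 (next -0.005), and the muscle score of CD Kpa mouse 34 was 0.16 (next 0.018) from genes near the limit of detection. No explanation was tested for these 3 values.

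The B cell score had an interaction of diet and infection of 0.56 (permutation test, p = 0.0154), which did not pass adjustment over 22 interactions (adjusted p = 0.339). HFD Saline was the low group (-0.51), while HFD Kpa mice (0.13) were at the level of CD Saline (0.066) and CD Kpa mice (0.14). HFD Saline differed from CD Saline mice by -0.57 (exact permutation test, p = 0.00952; adjusted p = 0.065) and HFD Kpa from HFD Saline mice by 0.64 (exact permutation test, p = 0.0238; adjusted p = 0.107). No technical or biological explanation was tested.

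Among genes other than those the paper discusses for this sequencing, HFD Kpa mice differed from the other 17 mice in the fibrosis score (0.60, exact permutation test, p = 0.00152; adjusted p = 0.0478; above the mean of the others in 5 of 5 mice) and the resident Kupffer cell score (0.80, exact permutation test, p = 0.00182; adjusted p = 0.0478; in 5 of 5 mice). The paper reports no significant Col3a1 difference in HFD Kpa mice and negative picrosirius red staining in all 4 groups. The score is RNA of the whole liver and does not measure collagen deposition. Of the 22 genes of the fibrosis list, 21 were higher in HFD Kpa mice. Only Vim was past the threshold over all genes tested, and 10 genes were when adjusted over the list alone. Depth is argued against by total reads that did not differ (exact permutation test, p = 0.485). With each mouse left out in turn, the number of list tests past adjustment, 4 of 105 with all mice, ran from 0 to 23. Diet, infection and their combination stay open as biological explanations for the fibrosis score. Its difference from HFD Saline mice alone was 0.31 (exact permutation test, p = 0.183) and from CD Kpa mice alone 0.57 (exact permutation test, p = 0.00379; adjusted p = 0.05), and HFD Saline exceeded CD Saline mice by 0.51 (exact permutation test, p = 0.0238; adjusted p = 0.107). For the Kupffer cell score, diet alone is argued against. HFD Saline and CD Saline mice differed by -0.029 (exact permutation test, p = 0.886). HFD Kpa exceeded HFD Saline mice by 0.99 in 5 of 5 mice (exact permutation test, p = 0.0159, adjusted p = 0.0877). Infection alone stays open for it. HFD Kpa exceeded CD Kpa mice by 0.54 in 4 of 5 mice (exact permutation test, p = 0.0783). CD Kpa exceeded CD Saline mice by 0.42 (exact permutation test, p = 0.0956). The interactions were 0.062 (p = 0.792, permutation) and 0.57 (p = 0.0999, permutation).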

How the results depend on the processing

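Tests on recovered reads, TMM scaling, and leaving out mice for the tally and the other lists were chosen after the data had been seen; the rest were set before. The causes of the changes below were not tested, except where fewer mice enter.

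The count for HFD Kpa compared with the other 3 groups stayed within 1.5 times of 369 with pseudocounts of 0.5 and 5, variance-stabilized values, no fold change threshold and TMM scaling (270 to 375; TMM 277); 85.9% of the genes were higher in HFD Kpa mice before and 72.6% after TMM scaling. It was 106 with no filter, 238 with the other 3 groups pooled and 0 in each of 3 comparisons. On recovered reads it was 722 with edgeR, 758 with RLE factors, 569 with filterByExpr and 869 with edgeR and no filter. DESeq2 gave 782. Without the 6 CD Kpa mice with conflicting labels only mouse 27 remains in that group, so no count is given. Leaving out each mouse gave 10 (without mouse 18, and without mouse 23) to 766 (without mouse 21), and 8 of the 369 genes passed with any 1 mouse left out.

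For CD Kpa compared with CD Saline the count of 0 became 1 with only these groups, 25 with DESeq2 and 40 with edgeR and no filter, and 0 to 7 leaving out each mouse (7 without CD Kpa mouse 35). For HFD Saline compared with CD Saline the count of 171 became 437 with DESeq2 and 389 with edgeR and no filter, and ran from 73 (without HFD Saline mouse 15) to 273 (without HFD Saline mouse 20). For HFD Kpa compared with CD Kpa the count of 50 became 29 with no filter, 31 with only these groups, 110 with edgeR, 138 with RLE factors, 118 with filterByExpr, 338 with edgeR and no filter and 283 with DESeq2, and ran from 21 (without mouse 18) to 162 (without mouse 21). For HFD Kpa compared with HFD Saline the count of 1 became 0 with a pseudocount of 5, variance-stabilized values, only these groups, TMM scaling, edgeR, RLE factors and filterByExpr, 29 with DESeq2 and 73 with edgeR and no filter, and ran from 0 to 8 (8 without mouse 17). The interaction gave 0 genes in each setting run.

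Chil3 kept its direction in each setting run. It was past the threshold with edgeR (4.65), RLE factors (4.68), edgeR and no filter (4.60) and DESeq2 (4.77), and not with the other limma settings; filterByExpr left it out. Leaving out each mouse gave 0.85 (without mouse 23) to 2.38 (without mouse 21), past the threshold only without mouse 17 or mouse 21. The interferon response score kept its direction and an unadjusted permutation p under 0.05 in each setting run (0.86 to 1.20; 0.64 without mouse 18 to 1.34 without mouse 21), as did the macrophage activation score (0.46 to 0.78; 0.51 without mouse 23 to 0.83 without mouse 17). Their adjusted p did not stay under the threshold: the 4 list tests past adjustment over 105 tests, these 2 scores among them, became 0 without HFD Kpa mouse 18, 22 or 23 and without most other mice, and 23 without CD Kpa mouse 35. The tally of 120 of the paper's genes was 121 by adjusted p alone, 165 with edgeR and 166 with DESeq2, and 7 (without mouse 18) to 149 (without mouse 21) leaving out each mouse.

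Near-zero values changed sign: Col13a1 (-0.061) was 0.038 with the other groups pooled and ran from -0.18 (without mouse 21) to 0.12 (without mouse 18) leaving out each mouse, and Trem2 (0.098) was -0.001 with variance-stabilized values, -0.043 without the 6 mice, and ran from -0.16 (without mouse 23) to 0.32 (without mouse 17). Depth limits genes with few reads: 1 read is 0.31 CPM of Chil3 in HFD Kpa mouse 21.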

Differences from the paper's values

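The paper's count of genes changed in HFD Kpa mice compared with all other groups is 216, and limma gave 369. Some alternatives set before the data were examined came within 1.5 times of the paper's count. These were pseudocounts of 0.5 (319) and 5 (278), variance-stabilized values (270) and the other 3 groups pooled (238). No filter (106), no fold change threshold (375) and the threshold in each of 3 comparisons (0) did not. Leaving out the 6 mice with conflicting labels leaves only mouse 27 in CD Kpa, so its count is not compared. Of the alternatives chosen after the values had been seen, TMM scaling (277) came within 1.5 times, and edgeR (722), RLE factors (758), filterByExpr (569), edgeR with no filter (869) and DESeq2 (782) on recovered reads did not. Leaving out 1 mouse gave counts from 10 to 766.

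The paper's adjusted p for Chil3 from baySeq is 0.0006, and limma gave 0.0749. None of the alternatives set before the data were examined called Chil3 with all mice. They do not include edgeR, which was set before for deposited counts but run on recovered reads only afterwards. Across these alternatives, the adjusted p of Chil3 from limma ran from 0.0736 with a pseudocount of 0.5 to 0.141 with no filter. It was called without HFD Kpa mouse 17 (0.0403) and without mouse 21 (0.0146). Chosen after the values had been seen, edgeR (0.000881) and DESeq2 (0.000116) on recovered reads called it and dropped 51 and 50 of the paper's 216 genes, where limma dropped 96; edgeR with RLE factors (0.000817) and with no filter (3.47e-07) also called it. On the scale of Fig. 4A the values match: the highest HFD Kpa mouse is about 510 times the CD Saline mean in Fig. 4A, read by eye, and 505 here.

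For single genes of Table S3, the paper's log2 fold changes of Chil3 are 2.61 in CD Kpa and 2.65 in HFD Saline, each compared with CD Saline mice, against 0.71 and 0.70 with limma. The paper's value for Adgrf1 in HFD Kpa compared with CD Kpa mice is -3.65, against -1.74. None of pseudocounts of 0.5 and 5, no filter and variance-stabilized values came within the spread between mice of these 3 values. The limma values are differences of log2(CPM + 1), so for Chil3, at about 1 CPM or below in these groups, they depend on the pseudocount. In the 2 Chil3 comparisons a pseudocount of 0.5 gave 1.015 and 1.037, and a pseudocount of 5 gave 0.227 and 0.212. Adgrf1 had 0 reads in all 4 HFD Saline mice, so no fold change against that group can be measured: it was at least 4.40-fold lower than in CD Saline mice, a bound against the mean limit of 3 reads per library, and with a mean of 0.336 CPM in HFD Kpa mice, under that limit, no bound could be given for these. DESeq2 on recovered reads, chosen after the values had been seen and the tool the paper names for these comparisons, came within 0.01 of Table S3 for 1993, 1989, 1995 and 1986 of 1997 genes in its 4 comparisons, and kept 15 of 15, 283 of 286, 238 of 239 and 26 of 26 of the paper's genes at an adjusted p under 0.05.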

Other observations

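The tests of acute phase genes, of mouse 16 and of list scores with a mouse left out were chosen after the values had been seen.

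Other splits of the mice were compared with the real one. As many genes as the real split were given by 1 of 100 splits, the real one included, in 3 comparisons. These were HFD Kpa compared with the other 3 groups, HFD Saline with CD Saline and HFD Kpa with CD Kpa. Chance is argued against for these counts, but 1 of 100 is the smallest share these splits can give. For HFD Kpa compared with the other 3 groups, the splits mixed diet as well as infection, and other splits gave up to 204 genes. Chance cannot be excluded for HFD Kpa compared with HFD Saline (27 of 100). For CD Kpa compared with CD Saline and for the interaction, 0 genes were observed, so each of the 100 splits (100 of 100) gives as many and the splits decide nothing. When infection labels were exchanged among the 9 HFD mice, 13 of 100 splits gave at least 369 genes, so a diet difference shared by both HFD groups may account for the count. Of the 369 genes, 89.2% moved the same way in HFD Saline compared with CD Saline mice. Simulated mice without a diet difference gave at most 56.9%. This gap cannot decide for diet, since genes that move together in a few mice share a direction too. Of the paper's 212 genes tested, 91.5% moved the same way in HFD Saline and 83.5% in CD Kpa mice, each compared with CD Saline. A shared direction is thus not specific to diet. Of the 369 genes, 33 were past the threshold in HFD Saline compared with CD Saline mice. An effect of infection among HFD mice was tested by exchanging their infection labels and by comparing HFD Kpa with HFD Saline mice. In limma, 1 of the 369 genes was past the threshold in that comparison. Over all genes, edgeR called 0, DESeq2 29 and edgeR with no filter 73. With fry, Kupffer cells (adjusted p = 0.0262), B cells (0.0363) and fatty acid oxidation (0.0407) were under the threshold, and by permutation no list was. As the answer depends on the test, these 9 mice neither establish nor exclude such an effect. A difference in depth is argued against by total reads (exact permutation test, p = 0.485), and a few genes taking most of the counts by 277 genes after TMM scaling.

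Chil3 and the macrophage activation score without Chil3 were related within the groups (Pearson r = 0.73, permutation p = 9e-05; Spearman rho = 0.68, permutation p = 0.00064; r = 0.69 with mice 23 and 27 left out). The relation does not rest on mouse 23 alone, since r was 0.63 without it.

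The interferon response score in HFD Kpa compared with HFD Saline mice was 0.89 higher, and 0.41 without mouse 18 (exact permutation test, p = 0.257), so 1 mouse may decide the size of this difference.

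The acute phase score was higher in CD Kpa than in CD Saline mice by 2.04 (exact permutation test, p = 0.0134; adjusted p = 0.0782; in 6 of 7 mice), although 0 genes passed limma's threshold. It was also higher in HFD Saline than in CD Saline mice, by 2.20 (exact permutation test, p = 0.00476; adjusted p = 0.05; in 4 of 4 mice), so the score is not specific to infection, and HFD Kpa differed from HFD Saline mice by 1.09 (exact permutation test, p = 0.349). Without HFD Saline mouse 16 these 2 differences were 1.32 (exact permutation test, p = 0.0119) and 1.98 (exact permutation test, p = 0.107). Depth is argued against by total reads that did not differ (exact permutation test, p = 0.824). HFD Saline mouse 16 had an acute phase score of 3.06 and 30600 CPM of Saa1. A single wrong infection label stays open. The interferon response score of mouse 16, -0.47, lay below each HFD Kpa mouse. That score did not separate HFD Kpa from HFD Saline mice (exact permutation test, p = 0.127), and infected CD Kpa mice reached -0.79. It therefore cannot test the label. Infection stays open as a biological explanation of the difference between the CD groups, and diet of that between the saline groups.

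Col3a1, which the paper's methods list as measured by qPCR and for which it reports no difference in HFD Kpa mice, had in the sequencing 62.6 ± 28.0 CPM (SD, n = 5) in HFD Kpa, 37.8 ± 23.0 (SD, n = 4) in HFD Saline, 32.0 ± 13.7 (SD, n = 7) in CD Kpa and 22.3 ± 10.3 (SD, n = 6) in CD Saline mice. Compared with the other 3 groups its log2 fold change was 1.06 with limma (adjusted p = 0.051) and, in count tests chosen after the data had been seen, 0.94 with edgeR (adjusted p = 0.0403) and 0.96 with DESeq2 (adjusted p = 0.0246). Compared with HFD Saline mice alone it was 0.76 (adjusted p = 0.564 from limma). Actb, the reference gene for qPCR, had a log2 fold change of 0.49 (adjusted p = 0.258 from limma).

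By permutation, the remaining lists did not pass adjustment over 105 tests in any comparison; 6 tests, of acute phase, fibrosis, MHC class II, monocytes (in 2 comparisons) and T and NK cells, had an adjusted p of 0.05, which is not under the threshold. Their differences in HFD Kpa compared with the other 17 mice were 1.94 for acute phase, 1.51 for MHC class II, 1.32 for monocytes, 1.31 for mature neutrophils, 0.80 for neutrophil precursors, 0.62 for T and NK cells, 0.60 for pancreas, 0.18 for erythroid cells, 0.17 for B cells, 0.07 for steatosis, 0.012 for adipose tissue, -0.028 for sex, -0.043 for muscle, -0.07 for the circadian clock, -0.16 for gluconeogenesis, -0.27 for hepatocytes and -0.33 for fatty acid oxidation. Single mice carried several of these: without mouse 23 the difference was 0.77 for mature neutrophils, 0.20 for neutrophil precursors, 0.076 for pancreas, 0.084 for B cells and -0.096 for gluconeogenesis. Those of erythroid cells, steatosis, adipose tissue, sex and the circadian clock changed sign with 1 mouse left out. With fry, the adjusted p in this comparison was under the threshold for the interferon (0.0262), macrophage (0.0245), fibrosis (0.0245) and Kupffer cell lists (0.0245), and also for MHC class II (0.0256), monocytes (0.0262) and T and NK cells (0.0407). In other comparisons it was so for steatosis (0.0245) and B cells (0.0363) in HFD Saline compared with CD Saline, for fibrosis in HFD Kpa compared with CD Kpa (0.0303), and for Kupffer cells (0.0262), B cells (0.0363) and fatty acid oxidation (0.0407) in HFD Kpa compared with HFD Saline mice. camera, with a preset correlation, called more.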
